A study of Mus musculus with 9 samples. Its data were reported in "Microglia–neuron crosstalk through Hex–GM2–MGL2 maintains brain homeostasis" (2025).

How the data were processed

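Bulk RNA-seq was performed on microglia sorted by flow cytometry from whole mouse brains. The groups were *Hexb*+/+ (WT), *Hexb*+/- (Het) and *Hexb*-/- (KO) mice, with 3 libraries each and 9 libraries in all. Groups and replicate numbers were taken from the sample titles (WT 1, 2 and 4; Het 1, 2 and 4; KO 1, 2 and 3). *Hexb* encodes the β-subunit of the lysosomal β-hexosaminidases, of which the form that also holds the α-subunit degrades GM2 ganglioside. The KO line carries a targeted *Hexb* allele made in 129 strain cells and was crossed back to C57BL/6J. The gate took viable lineage-negative CD45 intCD11b+ cells, with Ly6C, Ly6G, B220 and CD3e as lineage markers. The age of these mice is not given in the sources used here. Nothing in the labels says that each library came from a separate mouse, so p-values measure the spread between these libraries.

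According to the study's methods, RNA was extracted with a PicoPure kit, amplified as cDNA with the SMARTer Ultra Low Input kit and made into libraries by Nextera XT tagmentation. This chemistry does not mark the strand of a transcript, so overlapping genes on opposite strands cannot be told apart by their reads. Libraries were sequenced as single reads on a NextSeq 2000. The authors converted base calls with bcl2fastq 2.20, checked reads with FastQC 0.73, trimmed them with Trim Galore 0.6.7, aligned them to GRCm39 with STAR 2.7.8, counted them with featureCounts and tested them with limma-trend. The annotation and the strand setting of the counting are not given in the sources used here. The libraries carry no molecular identifiers, so reads of one molecule can be counted more than once, and intervals made from read counts cover counting error only.

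The authors deposited a gene count table of 26264 genes, of which 19152 had at least 1 read. Its values were not raw counts: the deposited signal was the count of a gene divided by one size factor per library. Dividing each column by the value of 1 read returned whole numbers for 100% of 236376 values within a tolerance of 0.01, and the size factors equalled those of the DESeq2 median-of-ratios method computed from the recovered reads. The design, fixed before the data were examined, had assumed counts, and the recovered reads were used in their place. A second deposited table held log2 CPM values of 2730 genes chosen by the authors as differentially expressed. These log2 values were recomputed from the recovered reads with TMM library sizes and a prior count of 3, with a largest difference of 5e-09. The genes of that table were also looked up among the calls made here, but being chosen on these libraries they are not independent evidence, and no result rests on them. Recovered reads per library ranged from 21726745 to 26640184. A gene with 0 reads could hold up to 0.138 CPM in the shallowest library, at a floor of 3 reads. No row lacked a gene name, and no mitochondrially encoded gene was listed, so the mitochondrial share was not computed.

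Analyses were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr by group (minimum count 10, minimum total 15), which left 13311 tested genes. The main test was limma-trend on log2 CPM, the test that the study's methods name. TMM factors, a prior count of 3 and a fit to all 9 libraries were set here. The groups therefore share one estimate of the spread. Tests were two-sided with Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p under 0.05 with no minimum fold. Contrasts were KO versus WT, KO versus Het, Het versus WT, and KO versus WT and Het combined. Fold changes come from this model, so those of genes near 0 depend on the prior count. For genes with 0 reads over the WT or the Het group a lower bound was computed against a floor of 3 reads over that group. For those with 1 to 3 reads there the ratio was given with its 95% counting interval. Group means ± SD of single genes are TMM-scaled CPM. Values of single libraries and sums over marker lists are CPM without scaling factors, unless said to be TMM-scaled. Because whole reads were recovered, edgeR's quasi-likelihood count test was run on them as well. It called 4533 genes KO versus WT, 4917 KO versus Het, 2 Het versus WT and 5730 in the combined contrast.

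The test was tried on simulated counts drawn from the real means and library sizes, with 200 changed genes among about as many genes as were tested. Changed genes were drawn only from those above a minimum expected count. The recovered shares below therefore do not cover genes near the filter. They also hold for 200 changed genes only, while the real data gave 4672 calls KO versus WT and 5025 KO versus Het. The adjustment is less strict when more genes change, so the shares need not hold for the contrasts with KO. For KO versus WT (12501 genes) limma-trend recovered 43.3% of genes changed 1.5-fold, 74.6% of those changed 2-fold and 93.9% of those changed 4-fold, and called 5 unchanged genes. For KO versus Het (12538 genes) it recovered 25.4%, 73.1% and 89.4%, with 7 unchanged genes called. For Het versus WT (12497 genes) it recovered 43.3%, 82.1% and 95.5%, with 10 unchanged genes called. For the combined contrast (12557 genes) it recovered 53.7%, 83.6% and 92.4%, with 5 unchanged genes called.

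Before the data were examined, 33 gene lists were fixed: 19 of pathways and microglial states, 1 of immediate-early genes that respond to tissue dissociation, and 13 of markers of other cell types. Of 705 listed members, 699 were found in the table. *Hexb* is in no list. One list holds genes that the study named in its disease-associated microglia clusters. Most came from single-nucleus data on the same mouse line, and *Lpl* and *Myo1e* from clusters of human patients' microglia, so most of this list is not independent evidence of its direction. Several lists share members. Lists were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over the lists, and again with an estimated correlation and with fry, which asks whether the genes of a list move one way and does not compare them with other genes. Members called were counted over all genes tested and again adjusted over the list alone. All 33 lists were tested in each of the 3 pairwise contrasts.

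The rule for named genes was also fixed beforehand. It takes (a) *Hexb*, *Hexa*, *Gm2a*, *Gfm2*, *Mgl2* and *Clec10a*, (b) the 12 largest increases and the 12 largest decreases KO versus WT among genes called against both WT and Het, with a mean log2 CPM of at least 1 and all KO libraries on one side of all others, predicted genes left out, (c) up to 4 called members per list, (d) genes called Het versus WT and (e) the disease-cluster list. It gave 127 genes, of which the text names a part. Genes outside the rule that the text singles out are marker genes of the fixed lists or were chosen after their values were seen, as stated there.

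Alternatives fixed beforehand were edgeR, DESeq2 and limma-voom as tests, array quality weights, size factors of the median-of-ratios type (RLE) or library size alone, no or a stricter filter, a prior count of 0.5, a fit to the compared groups alone, the replicate number as a block, and leaving out each library in turn. Runs with KO 1 as the only KO library were added after the data were examined, as were all alternatives for the interval, overlap and chromosomal neighbourhood results except the 5 and 20 Mb windows. Neighbouring genes were taken from a RefSeq gene table of GRCm38, an older assembly than the authors', so no coordinates are given. Of the tested genes, 99.95% had a place in it.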

Results

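Gene expression was measured by bulk RNA-seq in microglia sorted from the brains of *Hexb*+/+ (WT), *Hexb*+/- (Het) and *Hexb*-/- (KO) mice, with 3 libraries per group. Reads assigned to genes numbered 26640184, 22537076 and 21726745 in WT 1, 2 and 4, 22384575, 21751234 and 22818396 in Het 1, 2 and 4, and 21989719, 22900587 and 24016164 in KO 1, 2 and 3. Of 26264 genes in the table, 13311 held enough reads to be tested. The first principal component held 67.5% of the variance and separated the 3 KO libraries from the 6 others. The second held 9.3% and set KO 1 apart from KO 2 and KO 3. Libraries of one group differed by more than counting noise, with a chi-square per degree of freedom of 13.8 to 62.8 over gene counts. The highest value was that of KO 1 and KO 3 and the lowest that of Het 1 and Het 2.

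*Hexb*, the targeted gene, followed the labels in every library. It had 369660, 313174 and 307385 reads in WT, 184224, 168133 and 179459 in Het, and 19505, 19874 and 21175 in KO. The mean level was 13824 CPM ± 193 (SD, n = 3) in WT, 7909 CPM ± 241 in Het and 893.7 CPM ± 18.3 in KO, so that Het held 57.2% and KO 6.47% of the WT level. Reads were counted over the whole gene, and the part of the transcript that the remaining KO reads came from was not analysed here. *Gfm2*, which encodes a mitochondrial elongation factor and overlaps *Hexb* on the opposite strand, went down with it, from 208.8 CPM ± 18.2 in WT to 159.6 ± 3.23 in Het and 71.9 ± 11 in KO. These libraries carry no strand, so the reads of the overlapping genes cannot be told apart.

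**Figure D1:**
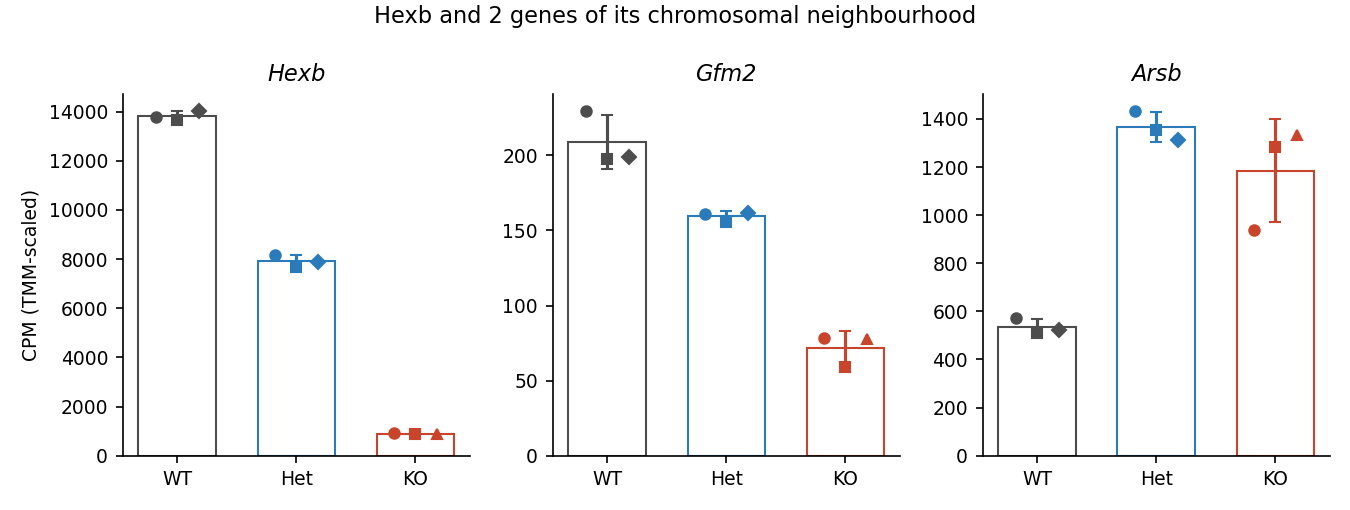
TMM-scaled CPM (linear axes) of *Hexb*, *Gfm2* and *Arsb* by genotype. Bars are means, error bars SD and points the 3 libraries of each group; *Hexb* and *Gfm2* are lowest in KO, while *Arsb* is lowest in WT.

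The comparison of KO with WT asked how microglia change when the β-subunit of β-hexosaminidase is lost. KO microglia gained the transcripts of the disease-associated state and lost part of their homeostatic ones. *Apoe*, which encodes a lipid carrier, rose from 366.6 CPM ± 102 to 28350.2 CPM ± 1183 (79.3-fold, log2 fold change 6.31, SE 0.22, limma-trend adjusted p = 7.87e-09). *Spp1*, which encodes osteopontin, rose from 3.65 CPM ± 2.06 to 929.0 CPM ± 96.6 (275-fold, adjusted p = 3.28e-08), and *Igf1* rose 94.6-fold (adjusted p = 4.9e-06). The purinergic receptor gene *P2ry12* fell from 6454 CPM ± 98.9 to 2249 CPM ± 202 (2.88-fold lower, adjusted p = 3.33e-07).

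In all, 4672 genes were called, 2530 higher and 2142 lower in KO, of which 1486 rose and 494 fell by more than 2-fold. At 44.9% of genes the KO and WT libraries did not overlap, where 10% would by chance. *Gpnmb*, a lysosomal glycoprotein gene, had 1 read over the WT libraries and 24096 over the KO libraries, a ratio of 24790 (95% counting interval 4450 to 979400). Among the largest increases were also *Gpx3* (429-fold), *Fabp5* (97.6-fold), *Pla2g7* (71.5-fold), *Cd300lf* (63.8-fold), *Ch25h* (57.1-fold), *Rab7b* (54.2-fold) and *Lox* (51.3-fold). *F13a1* rose 105-fold, with 175.1 CPM in KO 1, 23.8 CPM in KO 2 and 32.4 CPM in KO 3, and was not called under limma-voom (adjusted p = 0.0802). *Gpr165* showed the largest decrease by the rule for named genes, from 80.8 CPM ± 7.75 to 1.66 CPM ± 0.36 (45.8-fold lower, log2 fold change −5.52, SE 0.19, adjusted p = 7.87e-09). *Upk1b* was 22.1-fold, *Prkcq* 21.8-fold, *Mmp28* 19.0-fold, *Nrarp* 14.1-fold, *Gp9* 12.3-fold, *Il7r* 9.54-fold and *Tlr5* 9.46-fold lower.

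Of 33 fixed gene lists, camera called 25, 23 higher and 2 lower in KO. With an estimated inter-gene correlation 7 held, those of homeostatic, disease-associated and disease-cluster genes, lysosomal genes, vacuolar ATPase subunits, lipid handling and complement. Of 30 homeostatic microglia genes, 28 fell and none rose (median log2 fold change −0.83, adjusted p = 1.24e-16), among them *Slc2a5* (5.98-fold lower) and the adhesion receptor gene *Adgrg1* (2.51-fold lower). Of 36 disease-associated genes, 35 rose (median 2.60, adjusted p = 3.66e-31), such as the pattern receptor gene *Clec7a* (19.2-fold). All 19 genes that the study named in its disease clusters rose (median 4.55, adjusted p = 2.59e-19), including *Cst7* (23.4-fold), *Cybb* (37.4-fold), *Lpl* (10.8-fold) and the transmembrane adaptor gene *Tyrobp* (1.75-fold). The study took most of this last list from the same mouse line, so it is not independent evidence of its direction. Of the disease-associated genes 25, of the disease-cluster genes 14 and of the lysosomal genes 18 are also in another list, against 1 homeostatic gene. The called lists are therefore not separate lines of evidence.

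Lysosomal genes rose as a group. Of 58 genes of lysosomal hydrolases and membrane proteins, 40 rose and 4 fell (43 and 4 adjusted over the list alone; median log2 fold change 0.59, adjusted p = 1.43e-13). They included the protease gene *Ctsb* (3886 CPM ± 142 to 12439 CPM ± 416, 3.20-fold), *Cd63* (4.59-fold) and *Pld3* (4.09-fold), while *Pla2g15* was 1.52-fold lower. Of 17 subunits of the vacuolar ATPase, the proton pump of the lysosome, 14 rose and 2 fell (median 0.59, adjusted p = 3.7e-06), with *Atp6v1a* 3.13-fold and *Atp6v1c1* 1.59-fold higher and *Atp6v0a2* 1.82-fold lower. Genes of ganglioside and glycosphingolipid degradation rose at 9 of 15 and fell at 1 (10 and 1 adjusted over the list alone; adjusted p = 0.000114), but not with an estimated correlation (adjusted p = 0.191). *Gm2a*, the activator protein gene that presents GM2 to the β-hexosaminidase form of both subunits, rose from 290.0 CPM ± 4.46 to 640.2 CPM ± 51.9 (2.2-fold, log2 fold change 1.14, SE 0.08, adjusted p = 1.02e-06), the α-galactosidase gene *Gla* rose 9.22-fold and the β-galactosidase gene *Glb1* 1.94-fold. *Hexa*, which encodes the α-subunit, had 1299.9 CPM ± 22.4 in WT and 1492 CPM ± 30.3 in KO and was not called over all tested genes (log2 fold change 0.20, SE 0.08, adjusted p = 0.0688). Adjusted over the list alone it was called higher by limma-trend, in the lysosomal list (adjusted p = 0.0334) and in the degradation list (adjusted p = 0.0361). Genes of ganglioside synthesis went both ways, with 3 of 11 higher and 5 lower. Camera did not call this list (adjusted p = 0.254, and adjusted p = 0.315 with an estimated correlation), while fry called it lower (adjusted p = 0.000419). The GM3 synthase gene *St3gal5* was 1.62-fold, *St3gal2* 1.85-fold and *St6galnac4* 1.78-fold lower, and the GM2 synthase gene *B4galnt1* was 2.73-fold higher.

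Genes of lipid uptake, storage and efflux rose at 17 of 27 and fell at 2 (median log2 fold change 1.87, adjusted p = 8.76e-07), with the lipid droplet gene *Plin3* 3.66-fold higher and *Mylip*, which encodes a ligase that marks lipoprotein receptors for degradation, 1.61-fold lower. Cholesterol synthesis genes rose at 12 of 23 and fell at none (adjusted p = 0.00164, and adjusted p = 0.139 with an estimated correlation), as seen for *Cyp51* (1.77-fold), *Dhcr7* (1.78-fold) and *Srebf2* (2.12-fold). With KO 1 as the only KO library 5 of them rose and 1 fell. Autophagy genes were not called as a list by camera (10 of 36 higher, 1 lower, adjusted p = 0.204) or fry (adjusted p = 0.0512), although the cargo receptor genes *Optn* (6.08-fold) and *Sqstm1* (1.91-fold) and *Tecpr1* (2.10-fold) rose. This list was called higher without KO 3 (adjusted p = 0.0327) and with KO 1 as the only KO library (adjusted p = 0.00141, 12 higher and none lower), and its members split into 8 higher and 6 lower without KO 1.

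**Figure D2:**
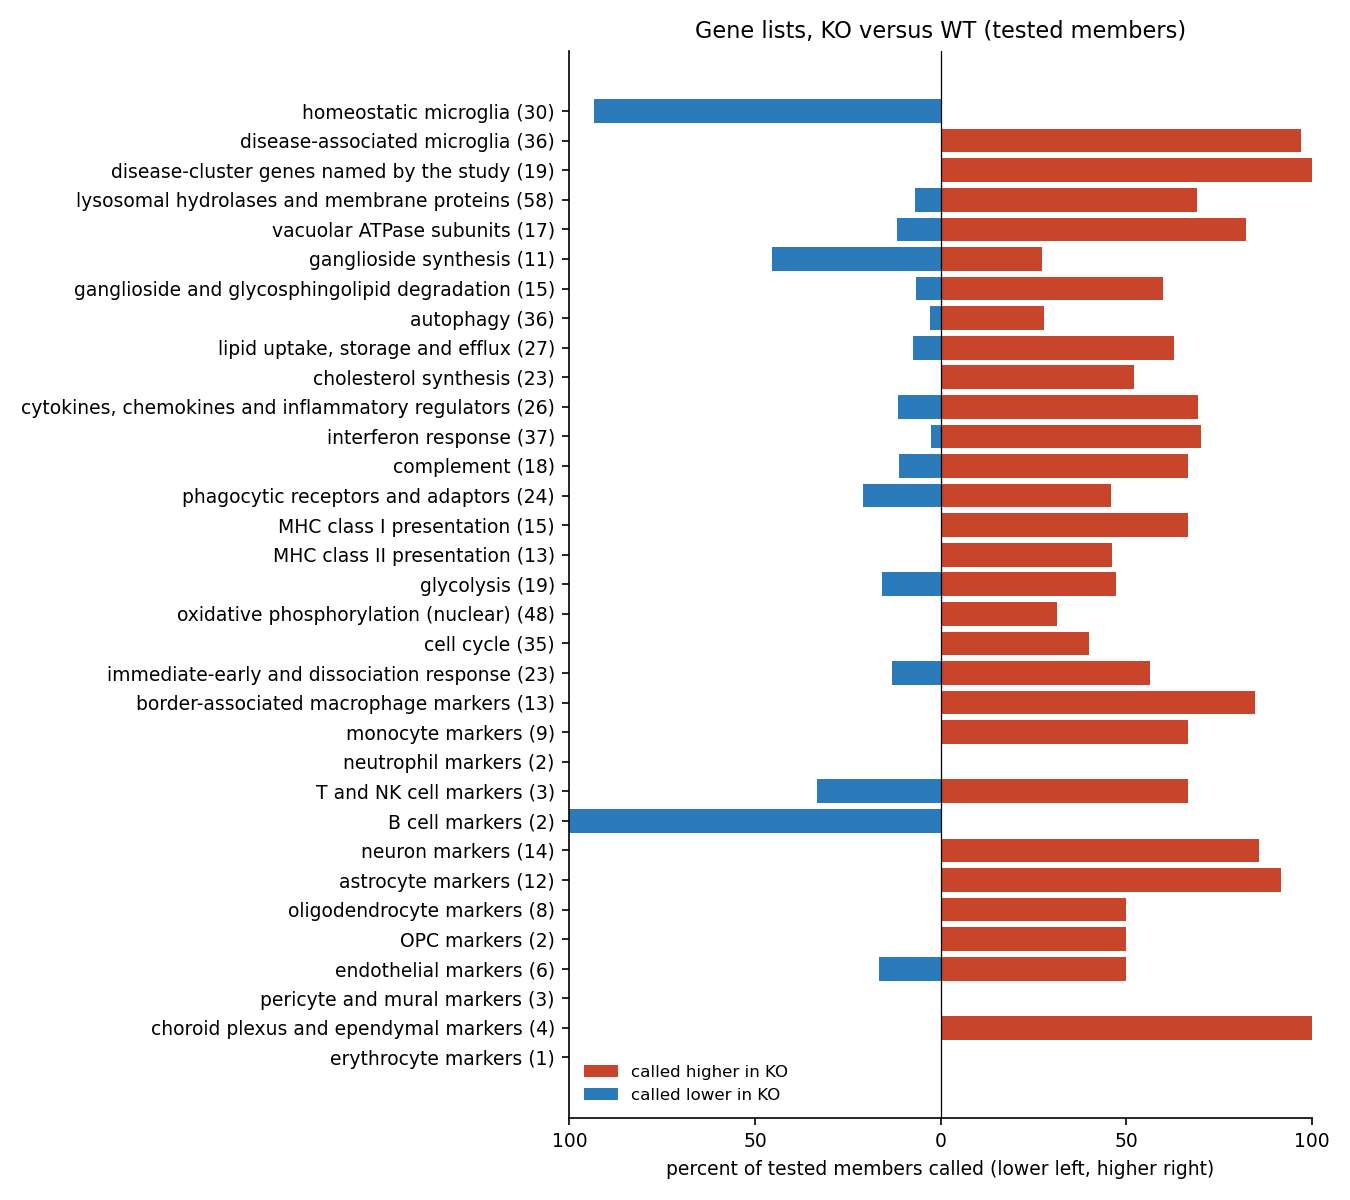
Percent of the tested members of each fixed list that were called lower (left) or higher (right) in KO than in WT, with the number tested in parentheses. Homeostatic genes lie on the left with 28 of 30, and disease-associated genes on the right with 35 of 36.

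Inflammatory genes were mostly higher. Of 26 genes of cytokines, chemokines and inflammatory regulators, 18 rose and 3 fell (19 and 3 adjusted over the list alone; adjusted p = 3.7e-06, and adjusted p = 0.204 with an estimated correlation). The chemokine genes *Ccl3* and *Ccl4*, related in sequence, were 8.88-fold and 8.16-fold and *Csf1* 10.7-fold higher, while *Il6* was 3.30-fold lower. Of 37 interferon response genes 26 rose and 1 fell (29 and 1 adjusted over the list alone; adjusted p = 1.55e-08, and adjusted p = 0.256 with an estimated correlation), including *Ifi207* (20.7-fold), *Ifi204* (5.75-fold) and *Lgals3bp* (5.58-fold), with *Gbp3* 1.67-fold lower. The median log2 difference of the interferon list from the WT mean was 0.95 in KO 1, 1.90 in KO 2 and 1.95 in KO 3. With KO 1 as the only KO library, 9 inflammatory and 8 interferon genes rose and 3 and 1 fell. Complement genes rose at 12 of 18 and fell at 2 (13 and 2 adjusted over the list alone; adjusted p = 0.000226), with *C3* 43.4-fold, *Itgax* 15.4-fold and *C4b* 50.6-fold higher and *Cfh* 1.38-fold lower. Reads of *C4b* may be shared with its copy *C4a*.

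Phagocytic receptors and adaptors rose at 11 of 24 and fell at 5 (adjusted p = 0.0059, and adjusted p = 0.0830 with an estimated correlation). The receptor gene *Axl*, whose product binds exposed phosphatidylserine through a bridging ligand, rose from 33.1 CPM ± 9.97 to 831.2 CPM ± 48.3 (25.8-fold), and *Elmo1* was 1.81-fold lower. MHC class I genes rose at 10 of 15 (adjusted p = 0.00164, and adjusted p = 0.228 with an estimated correlation), with *H2-D1* 4.06-fold, *H2-K1* 2.34-fold and *B2m* 2.16-fold higher. The class I genes of this family are similar enough to share reads. Of 13 MHC class II genes, 6 rose and none fell (6 and 1 adjusted over the list alone; adjusted p = 0.00263, and adjusted p = 0.204 with an estimated correlation). *Cd74* was 18.7-fold, *H2-Aa* 32.9-fold and *H2-Eb1* 29.3-fold higher, and *Cd74* held 528, 955 and 1131 TMM-scaled CPM in KO 1, 2 and 3. With KO 1 as the only KO library 3 class I and 5 class II genes rose and 1 of each fell. The lectin gene *Mgl2* had 15, 9 and 1 reads in WT and 69, 124 and 122 in KO (11.6-fold, log2 fold change 3.54, SE 0.62, adjusted p = 0.000978). Its close copy *Clec10a* had 0 reads in WT and was at least 42.5-fold higher in KO, against a floor of 3 reads over the WT group (adjusted p = 0.000137). Reads of these copies may be shared.

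Among metabolic genes, glycolysis rose at 9 of 19 and fell at 3 (11 and 3 adjusted over the list alone; adjusted p = 0.00469, and adjusted p = 0.286 with an estimated correlation), with *Aldoc* 19.4-fold, *Pkm* 2.14-fold and *Gpi1* 1.87-fold higher and *Hk3* 1.58-fold lower. *Aldoc*, which astrocytes express in abundance, held 14.4, 38.9 and 39.3 TMM-scaled CPM in KO 1, 2 and 3. Nuclear genes of oxidative phosphorylation rose at 15 of 48 (adjusted p = 6.33e-05, and adjusted p = 0.457 with an estimated correlation), such as *Cox4i1* (2.07-fold), *Atp5b* (1.43-fold) and *Atp5a1* (1.27-fold), and fry did not call the list (adjusted p = 0.0541). Without KO 1, 36 rose. With KO 1 as the only KO library 4 rose and 2 fell, and neither this list (adjusted p = 0.732) nor glycolysis (adjusted p = 0.0752, 7 higher and 1 lower) was called by camera. Cell cycle genes rose at 14 of 35 (15 adjusted over the list alone; adjusted p = 0.000134, and adjusted p = 0.228 with an estimated correlation), including *Bub1b* (2.77-fold), *Cenpe* (3.44-fold) and *E2f1* (2.37-fold), and 5 rose with KO 1 as the only KO library. Immediate-early genes, which also respond to tissue dissociation, rose at 13 of 23 and fell at 3 (adjusted p = 0.000489, and adjusted p = 0.228 with an estimated correlation), with *Egr2* 11.9-fold, *Egr1* 7.58-fold and *Atf3* 3.43-fold higher and *Btg2* 1.42-fold lower.

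Markers of other brain cells were also higher in KO, unevenly across its libraries. Neuron markers rose at 12 of 14 (adjusted p = 1.7e-05, and adjusted p = 0.256 with an estimated correlation), and their summed level was 29.0 CPM in KO 1, 129.8 CPM in KO 2 and 209.4 CPM in KO 3, against 12 to 19.5 CPM in the 6 other libraries. *Snap25* held 5.78, 19.4 and 31.7 CPM in KO 1, 2 and 3. Choroid plexus and ependymal markers rose at 4 of 4 (adjusted p = 0.00933, and adjusted p = 0.256 with an estimated correlation) and summed to 8.46, 417.3 and 327.1 CPM in KO 1, 2 and 3, mostly *Ttr* (3.27, 201.4 and 167.8 CPM) and *Enpp2*. Astrocyte markers rose at 11 of 12 (adjusted p = 1.21e-05, and adjusted p = 0.152 with an estimated correlation), with *Gfap* at 9.64, 34.7 and 30.5 CPM. Oligodendrocyte markers rose at 4 of 8 (adjusted p = 0.0321, and adjusted p = 0.457 with an estimated correlation), with *Mobp* at 12, 34.6 and 44.4 CPM. This last list was not called without KO 2 (adjusted p = 0.0620) or without KO 3 (adjusted p = 0.126). With KO 1 as the only KO library, 1 neuron, 1 choroid plexus, 6 astrocyte and 2 oligodendrocyte markers rose, and camera called neither the choroid plexus list (adjusted p = 0.0752) nor the oligodendrocyte list (adjusted p = 0.771). Under limma-voom *Ttr* (adjusted p = 0.388), *Enpp2* (adjusted p = 0.259) and the astrocyte gene *Clu* (adjusted p = 0.0536) were not called.

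Of the markers of oligodendrocyte precursors, 1 of 2 rose, *Cspg4* (71.5-fold). The other, *Vcan*, is also in the monocyte list and was not called. *Cspg4* held 21.69, 5.76 and 15.95 CPM in KO 1, 2 and 3. In KO 1, where it was highest, the untested precursor markers *Pdgfra*, *Sox10*, *Gpr17*, *Neu4*, *C1ql1* and *Lhfpl3* held at most 0.182 CPM. The rise of *Cspg4* is therefore not by itself a sign of precursor RNA. The list was not called by camera (adjusted p = 0.0735, and adjusted p = 0.204 with an estimated correlation) but was called higher by fry (adjusted p = 0.000356), and by camera without WT 1 (adjusted p = 0.0201), WT 2 (adjusted p = 0.0336), WT 4 (adjusted p = 0.0123) or KO 1 (adjusted p = 0.00303). Endothelial markers went both ways, with *Flt1* (51.8-fold), *Pltp* (7.85-fold) and *Kdr* (2.29-fold) higher and *Pecam1* 12.5-fold lower among 6. *Flt1*, which the study also named in its disease clusters of microglia, held 10.6, 13.3 and 12.7 CPM in KO 1, 2 and 3. Its rise is therefore not by itself a sign of endothelial RNA. Camera did not call this list (adjusted p = 0.129, and adjusted p = 0.233 with an estimated correlation) except without WT 2 (adjusted p = 0.0453), while fry called it higher (adjusted p = 0.000519). *Cldn5*, an abundant endothelial transcript, had 0 reads in WT and 25 in KO, with 0, 0.131 and 0.916 CPM in KO 1, 2 and 3. Camera called neither the pericyte list (3 tested, adjusted p = 0.769) nor the erythrocyte list (1 tested, adjusted p = 0.514). No member of either was called by limma-trend or edgeR, with 2 pericyte markers and 0 erythrocyte markers at an unadjusted p under 0.05, and 1 pericyte marker was called lower with KO 1 as the only KO library.

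Border-associated macrophage markers rose at 11 of 13 (adjusted p = 3.7e-06, and adjusted p = 0.139 with an estimated correlation), among them *Ms4a7* (104-fold) and *Siglec1* (10.8-fold). *Ms4a7*, which the study also named in its disease clusters of microglia, held 43.98, 27.99 and 33.35 CPM in KO 1, 2 and 3. The study proposes that *Ms4a7* marks activation and not the origin of the cells. *Mrc1* held 291.4, 57.2 and 59.2 CPM in KO 1, 2 and 3, against 11.6 to 20 CPM in the other libraries. The summed level of the list was 2095 CPM in KO 1, 731 CPM in KO 2 and 814 CPM in KO 3, against 866 to 933 CPM in WT, since the abundant *Stab1* held 1395, 542.7 and 614.8 CPM in KO 1, 2 and 3 and 825.6 to 883.1 CPM in WT. Monocyte markers rose at 6 of 9 (6 higher and 1 lower adjusted over the list alone; adjusted p = 0.00137, and adjusted p = 0.114 with an estimated correlation), including *Fn1* (466-fold), *Itgal* (47.7-fold) and *Chil3*, which had 0 reads in WT and was at least 133-fold higher. In WT 1, 2 and 4, *Fn1* held 0, 0.666 and 0 CPM and *Itgal* 0, 0.932 and 0.230 CPM. The WT level behind both folds thus came mostly from WT 2. In KO 1, 2 and 3, *Fn1* held 104.4, 130.7 and 94.1 CPM and *Itgal* 15.2, 20.3 and 16.1 CPM, so both were similar across the KO libraries. *Ly6c2*, carried by the classical monocytes that the gate removes, had at most 0.0437 CPM, which does not exclude monocytes without Ly6C. The monocyte marker *Ccr2* held 8.46, 22.6 and 26.0 CPM in KO 1, 2 and 3, against 3.98 to 7.09 CPM in WT and Het. Camera did not call the neutrophil list of 2 tested markers (adjusted p = 0.829), and neither marker was called by limma-trend or edgeR or had an unadjusted p under 0.05. *Csf3r*, the more abundant of them, held 742.7, 513.4 and 535.1 CPM in KO 1, 2 and 3. Of the neutrophil markers left untested, *Ngp*, *Ltf* and *S100a8* held 17.7, 11.7 and 7.73 CPM in KO 1. Elsewhere they held at most 0.480 CPM, while *Ly6g* and *Stfa1* had 0 CPM in every library. The tested T and NK cell markers, 3 in all, split into *Cd4* (10.6-fold) and *Klrb1c* (6.08-fold) higher and *Klrd1* (20.8-fold) lower. The untested T and NK cell markers held at most 0.598 CPM in any library, and *Cd3d*, *Cd3e* and *Cd3g* among them at most 0.349 CPM. *Klrd1* held 0.136 CPM in KO 1 and 0 CPM in KO 2 and KO 3, against 2.75 to 4.05 CPM in WT. Its fold comes from the model and depends on the prior count. The median log2 fold change of the 3 markers was 2.60 and their mean 0.54, with no call (adjusted p = 0.822), and fry gave their direction as lower. *Cd4* held 7.05 CPM in KO 1, 1.05 CPM in KO 2 and 0.958 CPM in KO 3 and was not called under DESeq2 (adjusted p = 0.126). Both tested B cell markers fell (adjusted p = 0.0106, and adjusted p = 0.204 with an estimated correlation), with *Bank1* 7.25-fold lower. *Cd79b* (log2 fold change −0.57, adjusted p = 0.0409) lost its call without WT 1, WT 2, WT 4, KO 1 or KO 2 (adjusted p 0.055 to 0.123), and also under edgeR, with no filter and in a fit to the compared groups alone. *Cd19*, *Ms4a1* and *Pax5*, the defining genes of that lineage, had at most 0.0460 CPM in any library.

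**Figure D3:**
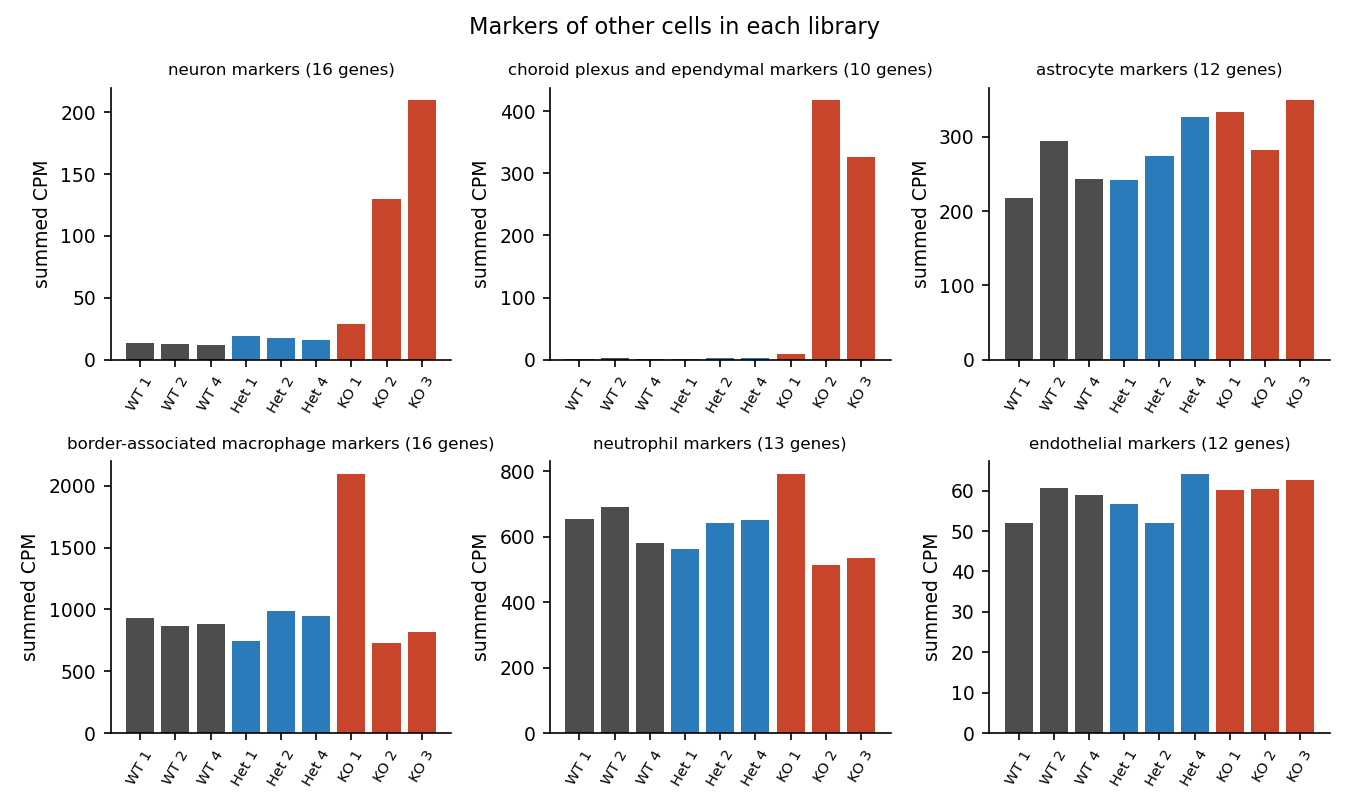
Summed CPM (not TMM-scaled) of the markers of 6 other cell types in each of the 9 libraries, as bars on linear axes with a scale of their own per panel. Neuron and choroid plexus markers are highest in KO 2 and KO 3, and border macrophage markers are highest in KO 1.

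The share of calls that were higher was 54.2% with TMM, 57.1% with RLE and 49.3% without scaling factors. Counts of genes called KO versus WT with KO 1 as the only KO library or without it were 3166 and 5753.

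KO was next compared with Het, whose microglia keep 1 intact *Hexb* allele, to ask whether the changes depend on losing both alleles. *Apoe* rose 85.3-fold, *Spp1* 297-fold and *Axl* 41.5-fold above Het, *Gm2a* 2.24-fold and *Cd74* 20.3-fold, while *P2ry12* was 3.03-fold, *Gpr165* 59.0-fold and *Upk1b* 22.4-fold lower. *Mgl2* was higher by 4.13 on the log2 scale (limma-trend adjusted p = 0.000306), *Clec10a* by 2.84 (adjusted p = 0.00114), and *Hexb* fell by 3.15 (adjusted p = 9.72e-10). *Hexa* was again not called (log2 fold change 0.09, adjusted p = 0.391).

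In this comparison 5025 genes were called, 2691 higher and 2334 lower in KO, with 1549 and 480 past 2-fold. At 46.9% of genes the groups did not overlap, where 10% would by chance. Lists called against Het numbered 25, with 23 higher and 2 lower. All 25 were those called against WT and had the same direction, and 7 held with an estimated correlation. The homeostatic list fell at 28 of 30 members (adjusted p = 7.67e-17), the disease-associated list rose at 35 of 36 (adjusted p = 9.85e-31), the interferon list rose at 30 of 37 and fell at 2 (adjusted p = 1.53e-11, and adjusted p = 0.214 with an estimated correlation), and the lysosomal list rose at 40 of 58 and fell at 4 (adjusted p = 1.53e-11).

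Genes called against both WT and Het numbered 2233 higher and 1824 lower, and none was called in opposite directions. Independent calls would share 511.5 and 375.6 genes, and 20 simulations of unchanged groups against the shared KO libraries shared 0. These simulations called at most 1 gene KO versus WT and 2 KO versus Het, so their 0 does not measure how many calls the shared libraries add. The fold changes of both comparisons correlated across genes, which are not independent replicates, with r = 0.96 (0.50 in the simulations), and their covariance was 1.14 (0.0571 in the simulations). The 3 KO libraries could not be split into parts of at least 2, so part of the excess may come from the shared libraries. Against WT and Het combined, 5817 genes were called, 3029 higher and 2788 lower. With KO 1 as the only KO library this number was 3661.

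**Figure D4:**
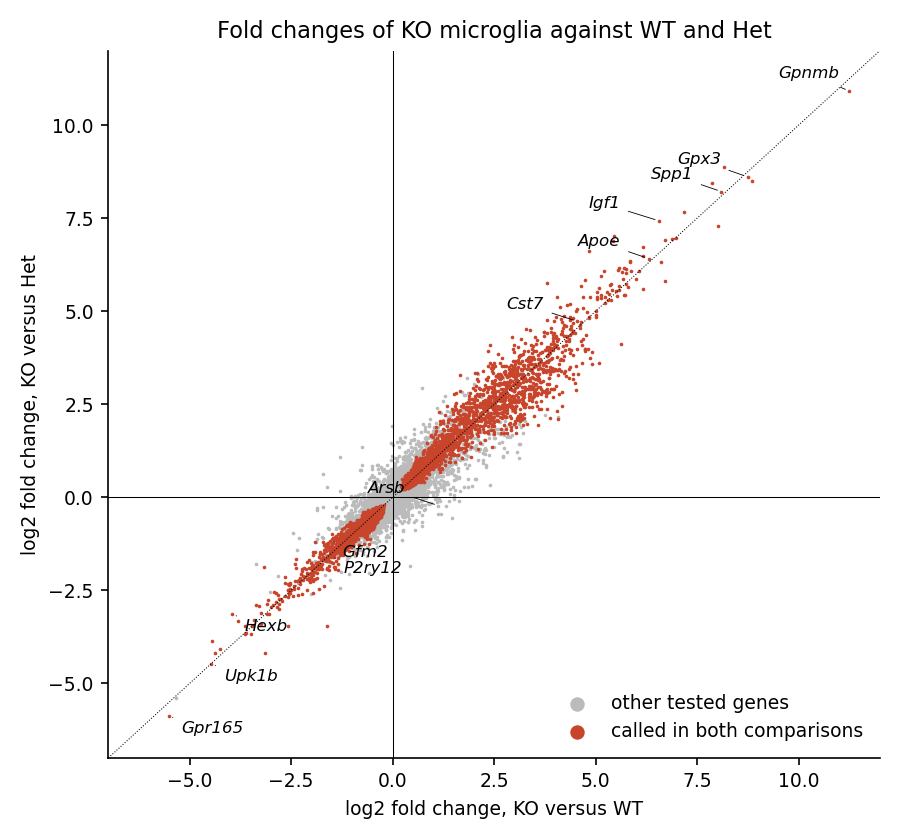
Log2 fold change of each tested gene KO versus WT (x axis) and KO versus Het (y axis). Points in red are the 4057 genes called in both comparisons, all with one sign.

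Het was compared with WT to ask what the loss of 1 allele does. *Hexb* was lower (log2 fold change −0.81, SE 0.08, limma-trend adjusted p = 0.00349, 95% interval −0.99 to −0.62), and *Arsb*, a neighbour of *Hexb* that encodes the lysosomal arylsulfatase B, was higher. *Arsb* held 535.7 CPM ± 32.1 in WT, 1367 CPM ± 61.5 in Het (2.55-fold, log2 fold change 1.35, SE 0.12, adjusted p = 0.00124) and 1185 CPM ± 215 in KO (2.19-fold above WT, adjusted p = 2.34e-05). KO and Het did not differ in *Arsb* by the test (log2 fold change −0.22, adjusted p = 0.167). *Gfm2* had a log2 fold change of −0.38 with an adjusted p of 1 (unadjusted p = 0.00518).

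*Hexb* and *Arsb* were the only 2 genes called Het versus WT, by limma-trend and also by edgeR, with 506 genes at an unadjusted p under 0.05. DESeq2 called 8 genes. Without WT 4 the count was 23, and without Het 2 it was 1, *Arsb*, with *Hexb* at an adjusted p of 0.0635. Without a filter on low counts *Hexb* had an adjusted p of 0.559, and with the replicate block one of 0.0570. The libraries of Het and WT did not overlap at 12.5% of genes, where 10% would by chance. For 76.8% of genes the 95% interval of the difference lay within 1 of 0 on the log2 scale, with a median half-width of 0.36. These intervals use the spread fitted to all 9 libraries, KO included. In a fit to Het and WT alone the share was 85.2% of 12391 genes, and *Ski* was called as well (limma-trend adjusted p = 0.0231).

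Over all 33 lists 1 member was called Het versus WT, *Arsb* of the lysosomal list, and no member of the homeostatic or disease-associated lists was, by limma-trend or edgeR, with 1 and 3 of them at an unadjusted p under 0.05. Adjusted over the list alone, *C3* of the complement list was lower (log2 fold change −1.46, adjusted p = 0.0420) and *Alas2*, the 1 tested erythrocyte marker, was higher (log2 fold change 1.53, adjusted p = 0.0389). The interferon list was called lower in Het (median log2 fold change −0.54, camera adjusted p = 1.68e-10), as was the disease-associated list (median −0.10, adjusted p = 0.0193), but the lowest adjusted p of any list was 0.981 with an estimated correlation and 0.995 by fry. Interferon genes had a median log2 difference from the WT mean of −0.60 in Het 1, −1.05 in Het 2 and 0.08 in Het 4. The disease-associated call was lost without WT 2 (adjusted p = 0.757) and without Het 2 (adjusted p = 0.366), and 6 lists were called lower without Het 4.

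Genes that lie within 10 Mb of *Hexb* in the GRCm38 gene table were tested as a set, since the allele came from another strain. Of 94 such genes, 30 were called KO versus WT, against 4639 of 13210 elsewhere (odds ratio 0.866, 95% interval 0.541 to 1.36, Fisher's exact test p = 0.588, two-sided).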

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

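The test of a second neuron list was written before the values of its genes were seen, and the test of border macrophages in the gate of KO 1 was chosen only after the result was seen.

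Among 12953 genes with too few reads to be tested, 133 had at least 30 reads in a KO library and at most 3 in each WT and Het library. The highest count lay in KO 1 for 7 of them, in KO 2 for 30 and in KO 3 for 96. In KO 1 the neutrophil genes *Ngp*, *S100a9* and *Camp* had 390, 143 and 70 reads, and *Cd177* had 49, although the gate removes Ly6G+ cells. In KO 2 the choroid plexus genes *Kl*, *Clic6* and *Aqp1* had 199, 162 and 37 reads, and *Ace* had 148. In KO 3 *Pdgfra*, of oligodendrocyte precursors, and *Olig2*, of the oligodendrocyte lineage, had 40 and 33 reads. These genes had 0 to 3 reads in every WT and Het library.

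Transcripts of neurons, astrocytes, oligodendrocytes and choroid plexus were high in KO 2 and KO 3, with neuron markers summing to 129.8 and 209.4 CPM there and 29.0 CPM in KO 1, while 0 of the 16 neuron markers averaged over 5 CPM in WT and Het. The median log2 excess of 24 neuron and choroid plexus markers over WT and Het was 0.53 in KO 1 and 2.78 in KO 2 and KO 3. A second list of 29 abundant neuron genes was higher in KO 2 and KO 3 than in KO 1 by a median of 2.069 on the log2 scale and at 28 of 29 genes, and than in WT and Het by 2.07. This is consistent with RNA of other brain cells carried along with the sorted cells, by debris, free RNA or uptake, as a candidate explanation, although the gate takes CD45 intCD11b+ cells, which neurons are not. An effect of the genotype itself, a difference in disease stage between KO mice, and whether such RNA was bound to the cells or taken up by them stay untested.

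At 11 of 13 measured border macrophage markers each KO library was above all WT and Het libraries, with *Mrc1* at 291.4, 57.2 and 59.2 CPM and *Cd163* at 86.9, 6.94 and 12.2 CPM in KO 1, 2 and 3. The summed level of the list was 2095 CPM in KO 1, but 731 and 814 CPM in KO 2 and KO 3 were below the 866 to 933 CPM of WT, with *Stab1* at 1395, 542.7 and 614.8 CPM. Border macrophages in the gate of KO 1 may account for its own excess, but the summed excess of *Pf4* and *Lyve1*, both abundant in these cells, was 1.35% of that of *Mrc1* there. This source cannot be told apart from a state of the microglia in KO 1, because the bound rests on an assumed profile of the cells. The list shares 3 members with other lists, and *Stab1*, *Ccr1* and *Mrc1* average over 5 CPM in WT and Het.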

How the results depend on the processing

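All alternatives with KO 1 as the only KO library, those for the overlap and the interval, and those for genes near *Hexb* other than the 5 and 20 Mb windows were chosen after seeing the data. KO 1 then stands alone and is assumed to vary like the other libraries. In every alternative run, no gene called there and in the main test changed its direction in any of the 4 contrasts. Counts of called genes ranged from 3166 to 5753 KO versus WT, 3375 to 6155 KO versus Het and 3661 to 6582 in the combined contrast, where 3661 is the value with KO 1 as the only KO library and 5817 the main one. *Hexb* ranged from −3.99 to −3.92 KO versus WT and from −3.18 to −3.12 KO versus Het on the log2 scale. The share of genes with a Het versus WT interval within 1 of 0 ranged from 67.9% to 85.2%, and the odds ratio of genes near *Hexb* from 0.758 to 1.06. Of 126 named genes that could be fitted, 15 lost their call with KO 1 as the only KO library, *Mgl2* among them, and none changed its direction.

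Few genes were called Het versus WT, so their number moved most, from 2 to 8 with DESeq2, to 4 with array quality weights and to 1 with no filter. When each library was left out in turn it ranged from 1 without Het 2 to 23 without WT 4. *Hexb* Het versus WT was −0.80 with no filter (adjusted p = 0.559) and ranged from −0.83 to −0.79 when each library was left out, with the call lost without Het 2 (adjusted p = 0.0635). Gene lists called fell from 25 to 7 with an estimated correlation both KO versus WT and KO versus Het, and from 2 to 0 Het versus WT, where fry called 0 as well. Camera at its preset correlation called 2 of them, and leaving out each library gave 1 to 6, with 1 without WT 2 or Het 2 and 6 without Het 4. KO versus Het, fry called 4 lists that camera did not: ganglioside synthesis lower (adjusted p = 0.00115) and autophagy (0.0361), oligodendrocyte precursors (0.000275) and endothelial markers (0.000769) higher. The neutrophil list, lower but not called KO versus WT, was called higher with KO 1 as the only KO library (adjusted p = 4.49e-05). A change of sign was counted as a reversal only where one of both values was called. The cause of these differences was not tested, except that leaving out a library lowers their number and also changes which genes pass the filter (13455 to 14019 tested, against 13311), and omitting the filter adds genes to the adjustment.

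Deviations of same-numbered libraries from the group means correlated at −0.177 to 0.122, and 1 of 9 libraries had its best partner under its own number. No pairing was seen by this measure, which with 3 libraries per group cannot exclude one. The replicate number 3 occurs only in KO 3, so the replicate block fits that library exactly. KO contrasts with the block therefore rest on KO 1 and KO 2. With the replicate block, 3222 genes were called KO versus WT, 3375 KO versus Het, 2 Het versus WT (*Arsb* and *Irf2bp2*) and 4138 in the combined contrast, with 2700 shared by both KO comparisons and *Hexb* Het versus WT at −0.81 (adjusted p = 0.057). The block left the oligodendrocyte list without a call (adjusted p = 0.165 KO versus WT and 0.169 KO versus Het) and called the autophagy list higher (adjusted p = 0.0430 and 0.0415), and the list of oligodendrocyte precursors KO versus Het (adjusted p = 0.0415). Depth limits genes near the floor of 3 reads, and 12953 genes were not tested. The combined contrast uses all groups, so a fit to the compared groups alone gave no separate value.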

Other observations

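The tests of genes near *Hexb* in Het, of *Gfm2* and *Arsb* and of the *Hexb* level in Het were chosen only after the result was seen. The tests of genes near *Hexb* KO versus WT and of other splits of the libraries were planned.

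Several genes had few or no reads outside the KO group and present in all 3 KO libraries. Among genes that the study named, the scavenger receptor gene *Colec12* had 1342, 1000 and 827 reads in KO 1, 2 and 3, 7 in WT, all in WT 4, and 0 in Het. It was 233-fold higher KO versus WT by the model and at least 1026-fold higher than Het. The proton pump subunit gene *Atp6v0d2* had 652 reads in KO, 4 in WT, all in WT 4, and 1 in Het. It was 53.8-fold higher KO versus WT by the model, and its ratio to Het was 633.5 (95% counting interval 113.3 to 25060.0). Also named by the study, *Myo1e* (3.04-fold KO versus WT), *Lyst* (1.88-fold) and *Apobec1* (1.84-fold) rose less and had at least 605 reads in every WT and Het library. The following were chosen after their values were seen. *Pparg*, a nuclear receptor gene of lipid storage, had 64, 84 and 52 reads in KO and 1 over WT, a ratio of 205.8 (36.5 to 8169). The apolipoprotein gene *Apoc4* had 88, 66 and 57 reads in KO and 2 over WT, a ratio of 108.6 (29.7 to 902.3). *Mcoln2*, which encodes an endolysosomal cation channel, had 65, 52 and 58 reads in KO and 0 in WT and was at least 60-fold higher.

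The mice carry a targeted allele from another strain, and genes near *Hexb* could differ because of linked variants. KO versus WT, the odds ratio within 10 Mb was 0.866, and its interval of 0.541 to 1.36 leaves out a doubling. This argues against a large excess of changed genes there. With 35.1% of genes called elsewhere, a few linked changes could be missed. In Het, 9 of 94 genes had an unadjusted p under 0.05 (odds ratio 2.71, Fisher's exact test p = 0.0093, adjusted p = 0.0279 over 9 such tests). *Arsb* and *Gfm2*, seen before, are among these 9. Without them the odds ratio was 2.111 (0.819 to 4.57, 7 of 92 genes, Fisher's exact test p = 0.0878, adjusted p = 0.152), and 3.27 within 5 Mb (p = 0.00864, adjusted p = 0.0279), which leaves a narrower segment open. *Gfm2* in Het lay 9.19% off the line that its levels in KO and WT set against *Hexb*, which is consistent with *Hexb* reads counted for *Gfm2* or with a shared change of both genes. *Arsb* in Het lay 506.7 CPM (SE 72.1) above the midpoint of WT and KO, which argues against an allele that changes *Arsb* only in proportion to its copies and leaves linked variants combined with another influence in KO open.

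*Hexb* in Het lay 550.3 CPM (SE 150) above the midpoint of WT and KO on the linear scale. The interval of its log2 fold change (−0.99 to −0.62) contains the midpoint of −0.91, so an equal share of reads from each intact allele could not be excluded.

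Splits of the 6 libraries of a pair of groups into 3 and 3 number 10, too few for a share under 0.05. KO versus WT the real split gave 4672 genes and the highest other 0, and 25 lists against 20. KO versus Het it gave 5025 genes against 0, and 25 lists against 19. In both pairs 1 split, the real one, reached these numbers. Het versus WT the real split gave 2 genes and the highest other 2 (2 of 10 splits reached it), and 2 lists against 8 (9 of 10 splits). In the combined contrast 1 of 84 splits, the real one, reached the count of 5817, the highest other being 2. This share is under 0.05, but every other split mixes KO with WT or Het libraries in a group. Such mixing widens the spread within the group and lowers the count, so the splits do not exclude chance.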
